A study of Mus musculus with 9 samples. Its data were reported in "Cancer-Associated Fibroblasts and Squamous Epithelial Cells Constitute a Unique Microenvironment in a Mouse Model of Inflammation-Induced Colon Cancer" (2022).

How the data were processed

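Single cells of mouse colon were profiled with inDrop, a droplet method in which the 3′ ends of transcripts are amplified by CEL-Seq and counted through unique molecular identifiers (UMIs). The labels gave 9 libraries in 4 groups, with 3 libraries of AOM/DSS tumors, 2 of APC tumors, 2 of normal colon adjacent to APC tumors and 2 of wildtype (WT) normal colon. AOM/DSS tumors were induced with the carcinogen azoxymethane followed by the irritant dextran sodium sulfate. APC tumors came from Lrig1-CreERT2 mice with 1 floxed copy of Apc, in which the inducible Cre acts in cells that express Lrig1. The paper's methods describe a collagenase digestion of the tumors, after which the fragments held back by a filter were kept and the rest thrown away, and a separate protocol for normal colon, so the tissue handling went with the tumor and normal groups.

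The deposited values were counts, that is raw UMI counts per gene and cell barcode, which the authors made with dropEst on the mouse genome build GRCm38 and its Ensembl annotation without normalization. The authors' methods state a filter of 500 detected genes and 15% mitochondrial counts. The values were checked against that filter, and each of the 12804 cells had at least 501 genes and at most 14.99% mitochondrial counts. No removal of doublets was stated in the methods. Symbols of 36859 of the 38457 genes were found in the GENCODE vM21 annotation of GRCm38, from which gene positions were taken.

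Counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. All deposited cells were kept. Counts were scaled to the total of each cell, log-transformed and reduced to 2000 variable genes and 30 principal components with scanpy 1.11.5 and scikit-learn 1.9.0. A graph of 20 neighbors weighted by their overlap was clustered by the Leiden method (leidenalg 0.10.2, resolution 2, seed 1), which gave 33 clusters. No batch correction was made. Each cluster was named from fixed marker lists. A marker counted when its level was at least 2 times the lower quartile of the clusters, at least 10 CPM (counts scaled to a common library total) and seen in at least 5% of the cells of the cluster. A class needed 3 such markers, and the 10 genes that led the cluster had to hold at least as many markers of the class as of any other class. Named classes carry the ending "-like", since the names rest on transcripts alone. The markers of a class were not read as results for that class.

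Cells of each class and library were counted, and shares were taken of all cells of a library other than erythroid-like cells, because the study left erythrocytes out of its comparisons. Counts per class were tested with edgeR 4.0.16 (quasi-likelihood F test, no TMM factors) under R 4.3.3, over 11 classes, with Benjamini-Hochberg adjustment and a threshold of 0.05. An exact two-sided permutation test of the shares was run beside it. Its p was 2 times the smaller one-sided tail, and the smallest p stated for it below rests on this choice. For genes, UMIs were summed per library over columnar epithelial-like, T cell-like, macrophage-like or fibroblast-like cells, so that libraries and not cells were the replicates. A library needed 10 cells of the class. Genes with low counts were removed by edgeR's filterByExpr, libraries were scaled by TMM, and edgeR's quasi-likelihood test, which is two-sided, was adjusted by Benjamini-Hochberg over all genes tested. Tumor and normal libraries were compared in a fit of 2 groups (5 against 4 libraries). The contrasts of AOM/DSS tumor against APC tumor, APC tumor against adjacent normal and adjacent against WT normal came from a fit of 4 groups, so that all libraries informed the spread. Mean ± SD is over the CPM values of libraries after TMM scaling unless plain CPM is stated.

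Gene lists and the rule for naming genes were chosen before the data were examined. The named genes were the list of the class, and the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 20 CPM and no overlap between the libraries of the groups. The lists were drawn from what the study reported on these samples, so counts adjusted over the list alone were not independent evidence. No fold was given where a group had no UMI of a gene. For classes without a cell in a group, the fold was a lower bound against a floor of 3 cells over the group. Where a group had 1 to 3 UMIs or cells, the ratio of the pooled values was given with an exact (Clopper-Pearson) 95% interval, which covers counting error only. Within the AOM/DSS libraries, listed genes were compared between classes without a test, because the clusters were made from the same counts.

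Each gene test was tested on simulated data drawn from a negative binomial with the gene means, library sizes and trended dispersion of the real data, in which 200 genes were changed by 2 on the log2 scale. It recovered 98.5% of them for tumor against normal columnar cells and 78.5%, 76.0% and 78.5% in the other 3 columnar contrasts. Recovery was 97.5% and 42.5% in the T cell contrasts, 49.5% for macrophages and 69.0% for fibroblasts, and between 2 and 15 unchanged genes were called per test.

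The alternatives were cell filters of 300 genes with 25% mitochondrial counts and of 1000 genes with 10%, removal of the 94 doublets that Scrublet called, classes by the highest marker score per cell, Leiden resolutions 1 and 4, and leaving out each library in turn. Further alternatives were the replicate number as a block, TMM over classes, erythroid-like cells in the denominator, DESeq2 1.42.0 size factors, the DESeq2 Wald test, no filter on low counts, markers of other classes left out, 25 cells per library and only the libraries of the groups compared. After the data were seen, fits with the library code as a term (the 4 libraries that share a first part against the other 5), without both WT libraries and with CAF1-like cells only were added. The same main class of a cell was found for 96.6% and 96.3% of cells at resolutions 1 and 4 and for 60.7% by marker score. Plots were drawn with matplotlib 3.10.9. Cell cycle, trajectory and cell-to-cell tests were left out, because cells of a library are not independent replicates. Subclasses of columnar and fibroblast-like cells were described and not tested.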

Results

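The 9 libraries held 12804 cells and 36425339 UMIs in counts of 38457 genes. AOM/DSS tumors gave 3 libraries with 4085 cells, APC tumors 2 with 2412, normal colon adjacent to APC tumors 2 with 3015 and WT normal colon 2 with 3292. The AOM/DSS tumor libraries 1, 2 and 3 had 2994189, 4459093 and 6608587 UMIs over 1099, 1338 and 1648 cells. APC tumor libraries 1 and 2 had 2876020 and 4740506 UMIs over 1355 and 1057 cells. Adjacent normal libraries 1 and 2 had 3036006 and 3461545 UMIs over 1775 and 1240 cells, and WT normal libraries 1 and 2 had 4205173 and 4044220 UMIs over 1698 and 1594 cells. The median cell had 1528 UMIs and 877 genes in adjacent library 1, the lowest of the 9, and up to 3380 UMIs in APC tumor library 2. No pair of libraries had identical counts.

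The first question was which kinds of cells the libraries held. Of the 12804 cells, 7982 (62.3%) were columnar epithelial-like. The other classes were T cell-like (1022 cells), fibroblast-like (667), squamous-like (632), macrophage-like (569), neutrophil-like (409), endothelial-like (330), plasma cell-like (281), erythroid-like (260), dendritic-like (169) and B cell-like (144). A further 339 cells formed a cluster that stayed unnamed. It passed the columnar list with 12 markers, but its 10 leading genes held 0 columnar markers and 1 marker of another class. At the halved and at the doubled Leiden resolution, 255 of these cells were in goblet-like clusters and 84 stayed unnamed. With classes set by the highest marker score per cell instead, 60.7% of cells fell in the same class.

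APC tumors and their adjacent tissue came from mice in which Cre recombinase under the Lrig1 promoter recombines Apc, so the levels of both genes were read first. Apc (chromosome 18, 34220924 to 34322552, plus strand, GRCm38) had 223 and 95.4 plain CPM in columnar cells of APC tumor libraries 1 and 2, and 241 and 76.0 in adjacent libraries 1 and 2. It had 152 and 170.1 in the WT libraries and 112, 125 and 107 in AOM/DSS tumor libraries 1, 2 and 3. APC tumors and adjacent tissue did not differ in Apc (log2 fold change −0.40, SE 0.44, adjusted p 0.603, n = 2 and 2). The estimate was 0.58 without adjacent library 1. The spread between the libraries of either group was larger than the difference between the groups. Apc was at least 152 CPM in the 4 libraries that share the first part of the library code (APC tumor 1, adjacent 1 and both WT) and at most 125 in the other 5, which carry 2 other first parts (1 on the 3 AOM/DSS libraries and 1 on APC tumor 2 and adjacent 2). Counts of 3′ ends do not show whether an exon was lost. Lrig1 (chromosome 6, 94604529 to 94700158, minus strand) was lower in tumor than normal columnar cells, at 17.02 ± 6.70 CPM (SD, n = 5) against 38.0 ± 5.51 (n = 4), with a log2 fold change of −1.15 (SE 0.25, adjusted p 0.00312). With classes by marker score it was −0.24 and not called.

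The sex of the mice was not among the labels. Outside the columnar class, Xist (chromosome X, 103460366 to 103483254, minus strand) had 936 and 691 plain CPM in WT libraries 1 and 2 and between 4.47 and 23.0 in the other 7 libraries. The summed level of Ddx3y, Eif2s3y, Kdm5d and Uty, which lie on chromosome Y, was at most 49.97 CPM in the WT libraries and 118 to 188 in the other 7. The WT libraries were therefore apart from the other 7 in sex-linked transcripts, and comparisons with WT colon were also comparisons between these patterns.

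Tumor and normal libraries were compared to find which cell classes change in tumors. By edgeR, 8 of 11 classes passed the threshold (7 higher and 1 lower in tumors), and all 8 also had an unadjusted p under 0.05. Of the alternatives, classes by marker score moved the count most, to 6. The exact two-sided permutation test, whose smallest p is 0.0159 for 5 against 4 libraries, gave p under 0.05 for 8 classes and for 7 after Benjamini-Hochberg adjustment. Fibroblast-like cells made up 9.42% ± 6.98 of tumor cells (SD, n = 5) and 0.157% ± 0.215 of normal cells (n = 4), a log2 fold change of 5.92 (SE 1.30, adjusted p 0.00200) with all 5 tumor libraries above all 4 normal ones. Endothelial-like cells numbered 329 in tumors and 1 in normal colon, a ratio of pooled shares of 309 with an exact interval of 55.0 to 12228 (adjusted p 0.000277). The dissociation protocol went with the tissue, so the differences in fibroblast-like and endothelial-like cells may partly reflect cell yield. Macrophage-like cells rose from 0.716% ± 0.233 to 8.78% ± 7.39 (3.599, SE 0.87), neutrophil-like cells from 0.327% ± 0.247 to 6.45% ± 6.46 (4.26, SE 1.03) and plasma cell-like cells from 0.220% ± 0.0956 to 4.53% ± 3.51 (4.29, SE 0.96), each with an adjusted p of 0.00200 and all 5 tumor libraries higher.

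Dendritic-like cells rose from 0.415% ± 0.289 to 2.26% ± 1.18 (log2 fold change 2.41, adjusted p 0.00988), with 4 of 5 tumor libraries above all normal ones. The rise of macrophage-like cells was not called with TMM factors over the classes (1.74), that of dendritic-like cells neither with these factors (0.91) nor by marker score (0.27), and that of endothelial-like cells not by marker score (0.87). Squamous-like cells numbered 632 in tumors and 0 in normal colon, at least 176-fold higher against a floor of 3 cells over the group (adjusted p 0.00274, exact permutation p 0.0794). Unnamed cells fell from 5.30% ± 1.14 to 0.167% ± 0.323 (−4.90, adjusted p 0.00200). At the doubled Leiden resolution the class held mostly other cells, 183 tumor epithelial-like ones beside 84 of the same cells, and its log2 fold change was 1.36. Columnar epithelial-like cells made up 47.7% ± 23.2 of tumor and 80.0% ± 8.49 of normal cells (−0.75), which edgeR did not call (adjusted p 0.0834) while the exact permutation p was 0.0476 before and 0.0655 after adjustment. T cell-like cells (6.48% ± 5.13 against 11.2% ± 8.45, adjusted p 0.335) and B cell-like cells (adjusted p 0.315) did not differ beyond the spread of the libraries. Goblet-like cells, a subclass of columnar cells, made up 0.940% ± 1.60 of all cells other than erythroid-like cells in tumors and 29.6% ± 2.81 in normal colon, without a test.

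AOM/DSS and APC tumors were compared to find cell classes that go with inflammation-driven tumors. The 3 AOM/DSS libraries have a first part of the library code that no other library has, so in each comparison of the 2 tumor models the model and the code cannot be told apart. edgeR called 2 classes, and 3 had an unadjusted p under 0.05. With the one-sided tail doubled, no exact permutation p can be under 0.2 for 3 against 2 libraries. Squamous-like cells made up 14.4% ± 9.30 of AOM/DSS cells (n = 3) and 0.0959% ± 0.136 of APC tumor cells (n = 2), with 630 and 2 cells, a ratio of pooled shares of 185 with an exact interval of 50.9 to 1529 (adjusted p 6.7e-05). The class was found in all 3 AOM/DSS libraries and in 1 of the 2 APC tumor libraries, and by marker score its log2 difference was 2.29 and not called. Unnamed cells numbered 0 in AOM/DSS tumors and 11 in APC tumors, at least 5.69-fold lower (adjusted p 0.0210). That call was lost without AOM/DSS library 2 or 3, and without APC tumor library 1 the adjusted p was 0.335, with a range of 0.00347 to 0.335 over the alternatives, where 0.00347 came from the doubled Leiden resolution and its other cells. Leaving out AOM/DSS library 3 or APC tumor library 1 left 1 call. Fibroblast-like cells made up 13.5% ± 5.75 and 3.22% ± 0.999 (2.07, SE 1.00, unadjusted p 0.0435, adjusted p 0.159). T cell-like cells were at 8.98% and 2.72% (1.72, SE 0.92, adjusted p 0.182). Neutrophil-like cells at 3.67% and 10.6% (adjusted p 0.260) and plasma cell-like cells at 3.12% and 6.65% (adjusted p 0.438) were also not called.

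Within the fibroblast-like class, clusters were named after 2 kinds of cancer-associated fibroblasts (CAFs) from marker genes and described without a test. The CAF1-like cluster was led by Rgs5, with Abcc9, Pdgfrb, Acta2 and Tagln among its 10 leading genes. The paper reported Acta2 and Tagln as high in CAF1s. It used Rgs5, Abcc9 and Pdgfrb, with others, to name pericytes of normal colon, which it set apart from fibroblasts. No pericyte class was named here, so CAF1-like cells may include pericytes. CAF1-like cells made up 4.63% ± 1.46 of AOM/DSS tumor cells (195 cells) and 2.80% ± 0.922 of APC tumor cells (65 cells). CAF2-like cells made up 8.91% ± 4.70 (389 cells) and 0.425% ± 0.0771 (10 cells). Paneth-like cells numbered 48 in AOM/DSS tumors, 21 in APC tumors and 0 in both kinds of normal colon. Enteroendocrine-like cells numbered 0 in AOM/DSS tumors, 12 in APC tumors, 23 in adjacent and 13 in WT colon.

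APC tumors were compared with adjacent colon for changes within 1 model. The labels did not say whether the tumor and adjacent libraries came from the same mice, and they were tested as independent. Here edgeR called 8 classes, all 8 with an unadjusted p under 0.05. The smallest exact permutation p of 2 against 2 libraries is 0.333. Neutrophil-like cells were at 10.6% ± 10.2 in APC tumors and 0.165% ± 0.152 in adjacent colon (log2 fold change 6.04, SE 1.41, adjusted p 0.000794). Plasma cell-like cells were at 6.65% ± 4.16 and 0.161% (5.23, SE 1.40, adjusted p 0.00165). Endothelial-like cells numbered 73 and 1, a ratio of pooled shares of 86.6 with an exact interval of 15.1 to 3466 (adjusted p 0.00165). Fibroblast-like (3.38), macrophage-like (3.32) and dendritic-like cells (2.88) were also higher, and T cell-like (−2.49) and unnamed cells (−3.40) were lower in APC tumors. These counts of calls rested on single libraries, with 3 calls left without adjacent library 1 and 4 without adjacent library 2. Neutrophil-like and plasma cell-like cells were called with any 1 library left out. Endothelial-like cells lost the call without adjacent library 1 (adjusted p 0.0668, with a range of 0.000677 to 0.577 over the alternatives), as did fibroblast-like cells (2.80), and macrophage-like cells without adjacent library 1 (3.22) or 2 (3.42). Unnamed cells lost it without APC tumor library 2 (−2.63) or adjacent library 1 (−3.15) or 2 (−3.61), and at the doubled Leiden resolution, where the class held mostly other cells, the value was 2.54. T cell-like cells lost it without APC tumor library 1 (−2.03), adjacent library 2 (−1.40) or either WT library (−2.49), and dendritic-like cells without any 1 of AOM/DSS library 3 and the 4 libraries compared (2.54 to 3.43).

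Adjacent and WT colon were compared for differences that precede tumors. By edgeR, 0 classes were called, 2 had an unadjusted p under 0.05 (B cell-like and fibroblast-like, both with an adjusted p of 0.0701), and the exact permutation test gave 0. With a library left out, the count lay between 0 and 2. It was 2 without either APC tumor library, and 1 without AOM/DSS library 1 or 2 or WT library 1.

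Columnar epithelial-like cells had between 1008708 and 3824937 UMIs per library. Tumor and normal libraries (n = 5 and 4) were compared to find how the epithelium of tumors differs. Goblet-like cells, a part of this class, made up 0.940% of tumor and 29.6% of normal cells other than erythroid-like cells. Levels were not compared within subclasses. A change in their mix was therefore not separated from a change within cells, here or in the other columnar comparisons. Of 16225 genes tested, 2928 were higher and 2645 lower in tumors, and 7138 had an unadjusted p under 0.05. Classes by marker score moved the count of 5573 most, to 2637, and the DESeq2 Wald test gave 5365. Among the largest rises were Mt4 (chromosome 8, 94137197 to 94139031, plus strand), at 497 ± 309 CPM against 0.859 ± 0.628 (log2 fold change 9.003, SE 0.73, adjusted p 1.4e-06), and Mgp (8.92), Lyz1 (8.04) and Ifitm1 (7.34). The largest falls were in Clca1 (chromosome 3, 145003817 to 145032776, minus strand), at 4.03 ± 2.76 CPM against 1308 ± 675 (−8.34, SE 0.58, adjusted p 3.5e-07), and in Mptx1 (−8.13), Gcg (−7.17), Insl5 (−6.97) and Apol10a (−6.15). All 5 tumor libraries lay on the same side of all 4 normal libraries for each of these genes.

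Of 21 listed genes, 17 were called over all genes (11 higher) and 17 adjusted over the list alone (11 higher). These lists were drawn from what the study reported on these samples and are not independent evidence. Notum (chromosome 11, 120653788 to 120661175, minus strand) rose from 1.85 ± 0.349 to 260.2 ± 77.0 CPM (log2 fold change 7.09, SE 0.33, adjusted p 3.2e-08). Mmp7 (6.86), Nkd1 (5.27), Phlda2 (3.24), Axin2 (2.59), Lgr5 (2.55), Hes1 (1.94), Fzd6 (1.03) and Fzd7 (0.94) also rose, besides Lyz1. Cdx2 (chromosome 5, 147300805 to 147307270, minus strand) fell from 149 ± 38.2 to 10.9 ± 5.89 CPM (−3.88, SE 0.34, adjusted p 2.8e-06), and Muc2 (−4.34), Krt20 (−2.06), Lrig1 (−1.15) and Lrp6 (−0.54) fell too. Krt8 was on the list and also a marker of the class. Fzd7 (0.90) and Lrp6 (−0.49) lost the call without WT library 2. Apc (−0.59, SE 0.30, adjusted p 0.138), Ascl2 (0.56), Bmpr1a (0.15) and Rpsa (0.00) were not called. Apc was called without APC tumor library 1 (−0.83) or adjacent library 2 (−0.83), and with the library code as a term its direction turned (0.03).

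**Figure D1:**
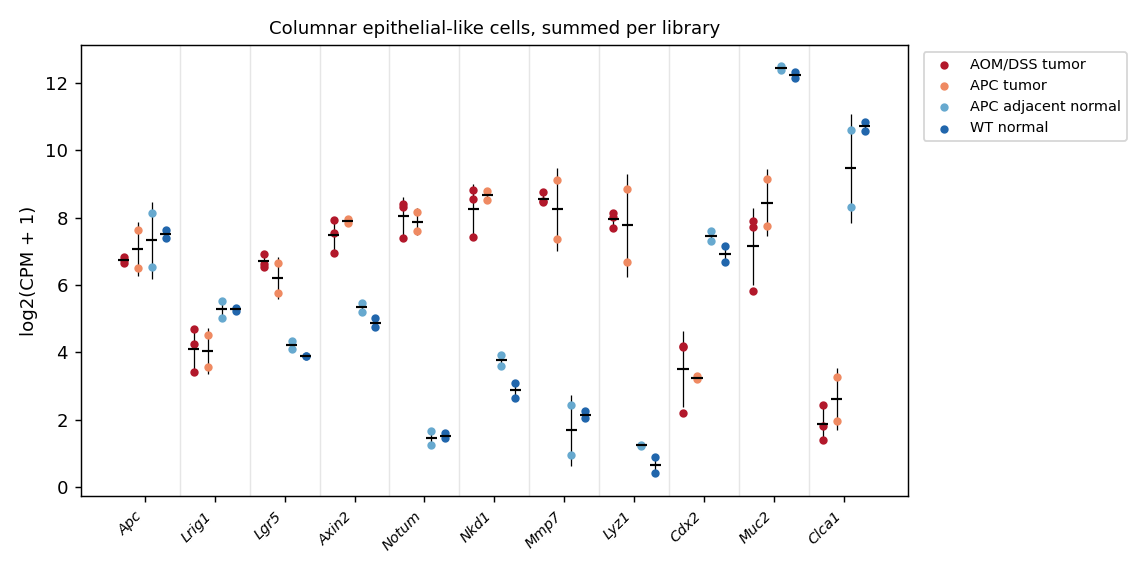
Log2 of CPM plus 1 of named genes in columnar epithelial-like cells, with a point per library, a short bar for the group mean and a line for the SD. Notum averages 260.2 CPM in the 5 tumor libraries and 1.85 in the 4 normal libraries.

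Columnar cells of AOM/DSS and APC tumors (n = 3 and 2) were compared for differences between the epithelium of the 2 models. The class held 5 goblet-like and 0 enteroendocrine-like cells in AOM/DSS tumors, and 57 and 12 in APC tumors. Of 18393 genes tested, 55 were higher and 48 lower in AOM/DSS tumors, with 2434 at an unadjusted p under 0.05. The count of 103 ranged from 27 without AOM/DSS library 2 to 239 without APC tumor library 1, and was 52 and 40 without AOM/DSS libraries 1 and 3 and 48 without either WT library. Without a filter on low counts it was 792. Mdk (chromosome 2, 91929805 to 91932297, minus strand) had 61.0 ± 14.7 CPM in AOM/DSS and 4.76 ± 2.41 in APC tumors (log2 fold change 3.63, SE 0.35, adjusted p 0.000898). H19 (4.04), Grhl3 (2.42), Rhov (2.22) and Gm42576 (2.20) were the other largest rises. Zg16 (chromosome 7, 127050156 to 127087328, minus strand) had 0.641 ± 0.642 CPM in AOM/DSS and 429 ± 488 in APC tumors (−8.93, SE 0.95, adjusted p 0.000985). Chgb (chromosome 2, 132781278 to 132795079, plus strand) had 2 UMIs in AOM/DSS tumors and 105 ± 3.13 CPM in APC tumors, where its pooled level was 316 times as high (exact interval 87.0 to 2611, adjusted p 0.000186). Klk1 (−3.75), Igkc (−3.67) and Gm10093 (−3.16) were the other largest falls. Igkc, an immunoglobulin gene, had 2240.1 plain CPM in columnar cells of APC tumors and 70718 in the other cells of these libraries.

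Mdk, Zg16, Chgb and Gm10093 were called with any 1 library left out. H19 lost the call without APC tumor library 2 (3.58), Klk1 without AOM/DSS library 1 (−3.92) or 2 (−2.91) and Gm42576 without AOM/DSS library 2 (1.95) or APC tumor library 2 (2.18). Rhov lost it without AOM/DSS library 1 (2.12) or 2 (2.11) or APC tumor library 2 (2.10). Grhl3 lost it without AOM/DSS library 2 (1.82) or 3 (2.58) or either APC tumor library (2.15 and 2.83). Igkc lost it without any 1 AOM/DSS library (−3.82 to −3.42) or APC tumor library 2 (−1.58). By marker score, Chgb, Grhl3, Rhov and Gm42576 were not called. Of the 21 listed genes, 0 were called over all genes and 2 adjusted over the list alone, among them Phlda2 (1.43, SE 0.32, adjusted p over all genes 0.0772), which was higher in AOM/DSS tumors and was called over all genes by the DESeq2 Wald test. Apc (−0.41) and Lrig1 (0.16) were not called, and the sign of Apc turned without APC tumor library 1 (0.25).

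Columnar cells of APC tumors and adjacent colon (n = 2 and 2) were compared for epithelial changes within the model. Of 18393 genes, 1147 were higher and 1337 lower in tumors (2484 called, 5057 at an unadjusted p under 0.05). The count was 545 by marker score and 1199 without adjacent library 2. Mgp (chromosome 6, 136872435 to 136875823, minus strand) had 806 ± 503 CPM against 1.61 ± 1.04 (log2 fold change 8.94, SE 0.80, adjusted p 2.7e-05). Mt4 had 3 UMIs in adjacent colon and a pooled level 1286 times as high in tumors (exact interval 439.8 to 6239.8). Defa24 (chromosome 8, 21734494 to 21735471, plus strand) had 0 UMIs in adjacent colon and was higher in tumors (60.1 ± 73.1 CPM, adjusted p 0.0180). Defa24 lost the call without APC tumor library 2 or either adjacent library. Ptn (7.95) and Lyz1 (7.62) rose as well, and Clca1 (−7.38), Gcg (−6.93), Insl5 (−6.43), Mptx1 (−6.385) and Fabp2 (−5.38) fell most. Of the 21 listed genes, 12 were called over all genes (9 higher) and 12 adjusted over the list alone (9 higher). Notum had 234 ± 66.6 against 1.80 ± 0.558 CPM (6.98, SE 0.50, adjusted p 7.2e-06), Mmp7 (7.005), Nkd1 (4.97), Axin2 (2.54), Phlda2 (2.28), Lgr5 (2.06) and Hes1 (1.31) were higher, and Cdx2 (−4.39), Muc2 (−3.87) and Lrig1 (−1.27) lower.

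In the comparison of APC tumors with adjacent colon, Lrig1 lost the call without AOM/DSS library 2 (−1.26), APC tumor library 2 (−0.89), either adjacent library (−1.03 and −1.51) or either WT library (−1.29), and by marker score its direction turned (0.03). Hes1 lost it without APC tumor library 1 (1.11), either adjacent library (1.18 and 1.39) or either WT library (1.29).

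Columnar cells of adjacent and WT colon (n = 2 and 2) were compared for epithelial differences outside tumors. Of 18393 genes, 3 were higher and 6 lower in adjacent colon, with 1146 at an unadjusted p under 0.05. The count of 9 was 5 without adjacent library 2 or either WT library, and 115 without a filter on low counts. The 3 rises were the Y-linked genes Eif2s3y (chromosome Y, 1010543 to 1028847, plus strand; log2 fold change 3.38), Ddx3y (3.23, SE 0.31, adjusted p 0.000647) and Uty (2.14). Xist fell most, at 13.4 ± 1.59 CPM in adjacent and 831 ± 113 in WT colon (−5.95, SE 0.46, adjusted p 0.000129). Gm37887 (−5.37), Adrbk2 (−2.59) and Rasal3 (−1.99) were the other falls that met the rule for naming genes. The remaining 2 falls, named after their values were seen, were Folh1 (−3.50) and Pcdhb17 (−2.64). Eif2s3y lost the call without WT library 2 (2.93) and Adrbk2 without adjacent library 2 (−2.44). Uty lost it without AOM/DSS library 1 (2.14) or any 1 of the 4 libraries compared (1.92 to 2.43). Rasal3 lost it without AOM/DSS library 1 (−1.99), either adjacent library (−2.29 and −1.73) or WT library 1 (−1.67). Of the 21 listed genes, 0 were called over all genes and 0 adjusted over the list alone, and the DESeq2 Wald test called 16 genes in all.

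T cell-like cells had between 31300 and 299479 UMIs per library. Tumor and normal libraries (n = 5 and 4) were compared for changes of T cells in tumors. The class joined 2 clusters. Ccl5, Gzma and Cd8a were among the 10 genes that led the cluster of 569 cells. Icos, Ctla4 and Rora were among those that led the cluster of 453 cells. Levels were not compared within these clusters. A change in their mix was therefore not separated from a change within cells, here or between T cells of the 2 tumor models. Of 2659 genes tested, 237 were higher and 237 lower in tumors, with 770 at an unadjusted p under 0.05. The filter of 1000 genes and 10% mitochondrial counts moved the count of 474 most, to 133, and it was 292 and 293 without AOM/DSS libraries 1 and 3. Hspa1b (chromosome 17, 34956436 to 34959238, minus strand) had 9264 ± 3023 CPM in tumors and 210.1 ± 144 in normal colon (log2 fold change 5.53, SE 0.47, adjusted p 2.1e-07). Hspa1a (5.17) and Cxcl2 (4.87) rose too, and Cxcl2 was at 171 plain CPM in T cells of tumors and 655 in the other cells of these libraries. Il1r2 and Slc15a3 had 1 and 2 UMIs in normal colon, and their pooled levels were 125 times (exact interval 22.0 to 4977) and 34.7 times (9.23 to 293) as high in tumors. The 5 largest falls were in genes that were more abundant in the other cells of the normal libraries. Zg16 had 2931 plain CPM in T cells and 7807 in other cells of normal colon, Mptx1 1037 and 3147, Klk1 153 and 382, Agr2 723 and 1892, and Sval1 366 and 799. Klk1 had 0 UMIs in T cells of tumors, and the others had 2 or 3.

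Of 23 listed genes, 20 were tested, 15 were called over all genes (7 higher) and 17 adjusted over the list alone (9 higher). Cd8a (chromosome 6, 71373427 to 71379173, plus strand) had 212 ± 163 CPM in T cells of tumors and 1212 ± 203 in those of normal colon (log2 fold change −2.78, SE 0.39, adjusted p 5.3e-05). Klrd1 (−3.49), Xcl1 (−3.29), Gzma (−3.21), Cd38 (−2.85), Nkg7 (−2.16), Gzmb (−1.55) and Itgae (−1.05) were also lower. Il2ra (chromosome 2, 11642807 to 11693193, plus strand) had 425 ± 49.2 against 21.2 ± 8.88 CPM (4.30, SE 0.34, adjusted p 1.2e-07), and Il17a had 972 ± 1073 against 11.3 ± 13.6 (6.003, SE 0.91, adjusted p 0.000104). Pdcd1 (3.30), Ctla4 (3.11), Il7r (2.59), Rora (1.88) and Cd4 (1.85) were also higher, Cish (0.93) and Id2 (0.59) passed adjusted over the list alone, and Tcf7 (−0.08), Lef1 (0.71) and Trdc (1.09) were not called. Gzmb lost the call without any 1 AOM/DSS library or adjacent library 1 (−1.35 to −1.29), and Itgae without AOM/DSS library 1 (−0.83) or 3 (−0.99) or either adjacent library (−0.86 and −1.004). Cish was called over all genes without AOM/DSS library 1 (1.10) or APC tumor library 1 (1.00), and Id2 without AOM/DSS library 1 (0.72). The sign of Cd4 turned under the filter of 1000 genes and 10% mitochondrial counts (−0.05). Foxp3, Prdm1 and Havcr2 had too few counts for a test.

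T cells of AOM/DSS and APC tumors (n = 3 and 2) were compared for differences between the models. The APC tumor libraries had 23 and 39 such cells. Of 3822 genes, 2 were higher and 9 lower in AOM/DSS tumors, with 468 at an unadjusted p under 0.05. By marker score edgeR called 0, and the DESeq2 Wald test called 20. The count of 11 was 5 without AOM/DSS library 3, 26 without APC tumor library 1, 55 and 39 without adjacent libraries 1 and 2 and 32 without WT library 1. Areg (chromosome 5, 91139599 to 91148432, plus strand) had 804 ± 74.4 CPM in AOM/DSS and 82.8 ± 117 in APC tumors (log2 fold change 2.95, SE 0.58, adjusted p 0.0180), and Vps37b was the other rise (2.40, SE 0.41, adjusted p 0.00462). Of the 23 listed genes, 2 were called over all genes (0 higher), Gzmb (chromosome 14, 56258838 to 56262260, minus strand) at 360.1 ± 63.2 against 1773 ± 332 CPM (−2.29, SE 0.33, adjusted p 0.000607) and Nkg7 (−2.13, SE 0.45, adjusted p 0.0298). Adjusted over the list alone, 9 were called (6 higher), namely these, Cd8a (−1.86), Il17a (3.01), Trdc (2.68), Pdcd1 (2.22), Rora (1.07), Xcl1 and Prdm1. Xcl1 had 0 UMIs in APC tumors and was higher in AOM/DSS tumors, and Prdm1 had 2 UMIs in APC tumors (ratio 5.15, exact interval 1.37 to 43.5).

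The largest falls between T cells of AOM/DSS and APC tumors were in Cldn7 (−4.60), Dmbt1 (−3.49), Pglyrp1 (−3.29), Lypd8 (−3.20) and Spink4, which had 3 UMIs in AOM/DSS tumors and a pooled level 29.4 times as high in APC tumors (exact interval 8.21 to 159.7). These 5 were also more abundant in the other cells of APC tumors, with Lypd8 at 719.8 plain CPM in T cells and 2083 in other cells and Spink4 at 150.4 and 498. The remaining 2 calls, named after their values were seen, were Ccl5 (−1.83) and Igkc (−2.54). Without APC tumor library 2, Gzmb (−1.82), Nkg7 (−1.41), Vps37b (2.47), Lypd8 (−2.53), Dmbt1 (−3.62) and Pglyrp1 (−1.40) lost the call. Areg lost it without AOM/DSS library 3 (2.92) or APC tumor library 1 (2.37), Spink4 without the same libraries, Cldn7 without these (−5.70 and −2.61) or AOM/DSS library 1 (−3.87) and Dmbt1 without these (−3.05 and −3.09). Nkg7 lost it also without AOM/DSS library 2 (−1.85) or 3 (−1.9998) or WT library 2 (−2.04), and Pglyrp1 without AOM/DSS library 1 (−3.83) or 3 (−2.73) or WT library 2 (−3.20). Several listed genes were called over all genes with a library left out. Il17a and Trdc were without APC tumor library 1 (6.03 and 6.84), adjacent library 1 (3.09 and 2.76) or 2 (3.13 and 2.80) or WT library 1 (3.20 and 2.88). Cd8a was without APC tumor library 1 (−1.98), adjacent library 1 (−1.78) or 2 (−1.76). Pdcd1 was without adjacent library 1 (2.31) or 2 (2.33) or WT library 1 (2.40), and Xcl1 without the same libraries.

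**Figure D2:**
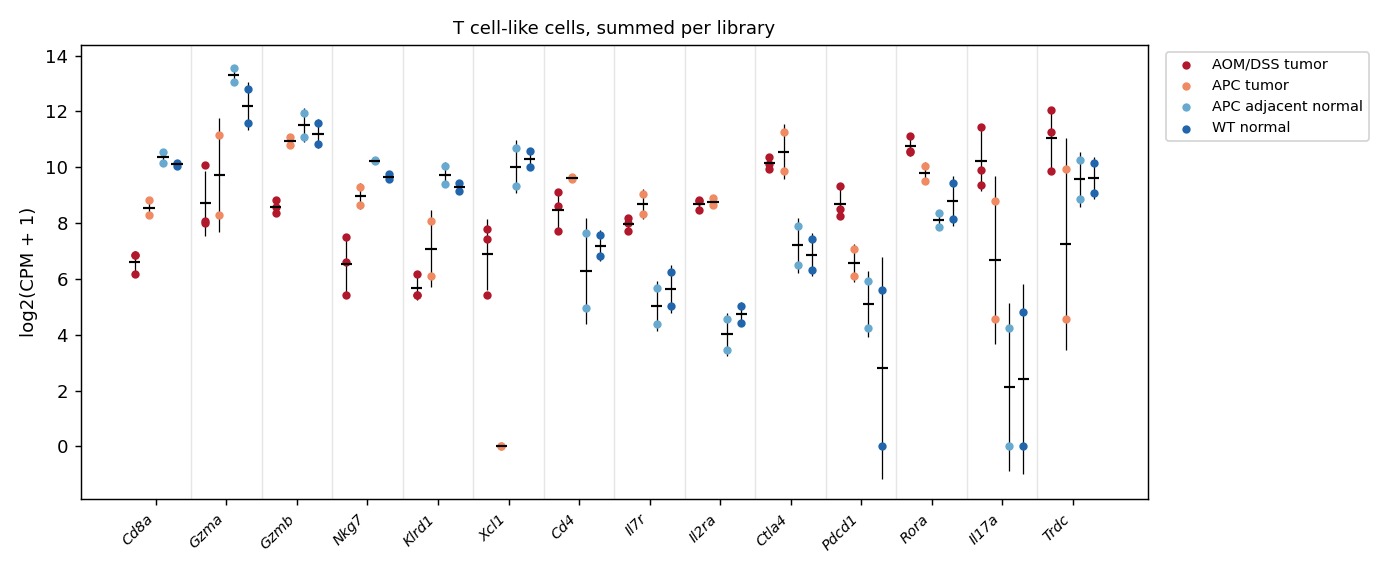
Log2 of CPM plus 1 of named genes in T cell-like cells, with a point per library, a short bar for the group mean and a line for the SD. Cd8a averages 212 CPM in the 5 tumor libraries and 1212 in the 4 normal libraries.

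Macrophage-like cells reached 10 cells in 7 libraries (3 AOM/DSS, 2 APC tumor, adjacent 1 and WT 2), with 16262 to 479891 UMIs each. AOM/DSS and APC tumors were compared for differences in macrophage state. Of 3829 genes, edgeR called 0, with 415 at an unadjusted p under 0.05, and the DESeq2 Wald test called 5. The count was 104 and 83 without APC tumor libraries 1 and 2 and 4 without adjacent library 1 or WT library 2. Of 5 listed genes, 0 were called over all genes and 1 adjusted over the list alone. This was Il10 (chromosome 1, 131019845 to 131024974, plus strand), with 265 ± 177 CPM in AOM/DSS tumors and 2 UMIs in APC tumors, a ratio of 28.7 (exact interval 7.79 to 239.6, adjusted p 0.00161 over the list alone and 0.103 over all genes). Il10 was called over all genes without APC tumor library 1. Arg1 (−1.56), Il1rn (−0.53), Tgfb1 (−0.05) and Tnf (0.94) were not called.

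Fibroblast-like cells reached 10 cells in the 5 tumor libraries, with 90203 to 1797378 UMIs each. AOM/DSS and APC tumors (n = 3 and 2) were compared for differences in their fibroblasts. Of 6391 genes, 147 were higher and 146 lower in AOM/DSS tumors, with 1198 at an unadjusted p under 0.05. The count of 293 was 5 with CAF1-like cells only, an alternative chosen after the data were seen, and among the planned ones 558 without a filter on low counts. It was 144 and 88 without AOM/DSS libraries 2 and 3 and 170 without APC tumor library 2. Nppc (chromosome 1, 86666291 to 86670571, minus strand), Lifr, Cpz, Lipg and Tmem190 had 0 UMIs in APC tumors and were higher in AOM/DSS tumors, with Nppc at 146 ± 84.0 CPM (adjusted p 0.0225). All 5 lost the call without APC tumor library 2, Cpz also without AOM/DSS library 2 or 3, and Lipg and Tmem190 also without AOM/DSS library 1. The largest falls were in Sprr2a2 (−5.73), 4931415C17Rik (−4.73), Spink1 (−4.24), Gm16440 (−4.19) and Lypd8 (−3.92). Sprr2a2 was −0.38 and Lypd8 −1.67 without APC tumor library 2, neither called. Sprr2a2 was also not called without any 1 AOM/DSS library (−6.23 to −5.53), and Lypd8 without AOM/DSS library 1 (−3.86) or 3 (−5.17). Lypd8 and Spink1 were at 1235 and 46.8 plain CPM in fibroblasts of APC tumors and at 2097 and 86.8 in the other cells. Sprr2a2, 4931415C17Rik and Gm16440 went the other way, at 2635.5, 72.0 and 50.4 in fibroblasts and 1036.3, 58.2 and 25.2 in the other cells.

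Of 23 listed genes for fibroblasts, 15 were called over all genes (14 higher) and 19 adjusted over the list alone (17 higher). Pdgfrb, Tnc and Pdgfra were among the 15 and also markers used for naming. Grem1 (chromosome 2, 113746164 to 113758646, minus strand) had 1338 ± 312 CPM in AOM/DSS tumors and 3 UMIs in APC tumors, a ratio of 117 (exact interval 40.1 to 569, adjusted p 0.000187). Fgf7 had 1 UMI in APC tumors, a ratio of 75.8 (13.6 to 2997). Sfrp1 had 2376 ± 82.7 against 91.6 ± 88.5 CPM (log2 fold change 4.96, SE 0.51, adjusted p 0.00197) and Il11 749 ± 216 against 36.7 ± 2.64 (4.36, SE 0.43, adjusted p 0.00188). Mmp13 (4.92), Il1rl1 (4.56), Cxcl12 (3.14), Cxcl5 (2.88), Igf1 (2.87), Wnt5a (2.46), Bmp4 (2.16) and Timp2 (1.73) were also higher. Adjusted over the list alone, Mmp3 (2.87), Timp3 (1.77), Cxcl1 (1.56) and Igfbp7 (−0.54) passed as well. Il6 (0.30), Mmp10 (0.09) and Vim (−0.30) were not called. Igfbp7, Vim, Il6 and Cxcl1 were higher in CAF1-like than in CAF2-like cells of all 3 AOM/DSS libraries. CAF1-like cells were 195 of the 584 fibroblast-like cells of AOM/DSS tumors and 65 of the 75 of APC tumors. Values over all fibroblast-like cells therefore do not show how these genes differ within CAF1-like cells. Cxcl5 (2.50) and Bmp4 (2.26) lost the call without APC tumor library 2, and Cxcl12 without AOM/DSS library 2 (2.72) or 3 (2.98) or either APC tumor library (3.23 and 3.35). Timp3 was called over all genes without APC tumor library 1 (1.17) or 2 (3.65), and Cxcl1 without APC tumor library 1 (3.39). With CAF1-like cells only, the directions of Wnt5a (−0.32) and Timp3 (−0.75) turned, and Il11, Grem1, Cxcl5, Cxcl12, Igf1 and Timp2 were not called.

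**Figure D3:**
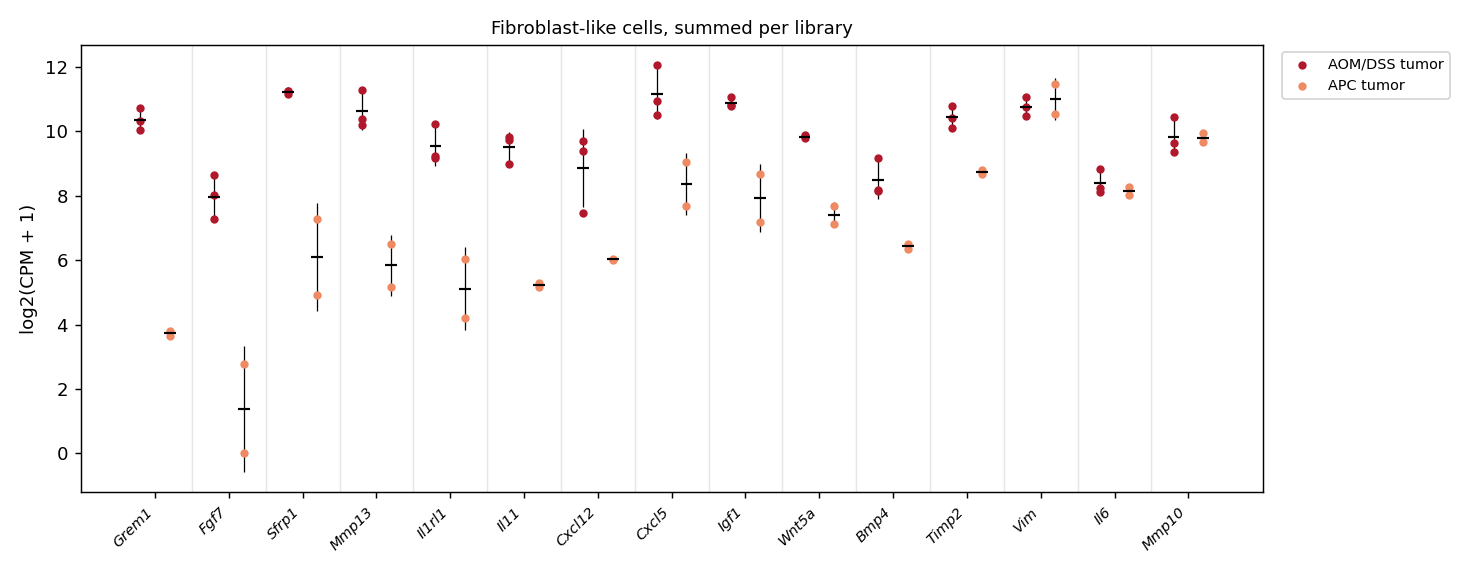
Log2 of CPM plus 1 of named genes in fibroblast-like cells of the 5 tumor libraries, with a point per library, a short bar for the group mean and a line for the SD. Grem1 averages 1338 CPM in AOM/DSS tumors and 12.2 in APC tumors.

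Within the 3 AOM/DSS libraries, squamous-like cells were compared with columnar cells over 15 listed genes, after 3 markers of the class were left out and without a test. In all 3 libraries, 11 genes were higher and 3 lower in squamous-like cells, and Lrig1 went both ways. By marker score 10 were higher. Pitx1 had 579.7 ± 59.9 plain CPM in squamous-like and 9.88 ± 6.41 in columnar cells (SD, n = 3), Sox2 73.3 ± 25.1 and 6.20 ± 4.13, Anxa1 2268 ± 659 and 427 ± 109 and Phlda3 344 ± 92.1 and 62.2 ± 14.9. Hes1 had 174 ± 47.2 and 762 ± 356, and Phlda2 and Cdx2 were also lower in all 3. CAF1-like cells were compared with CAF2-like cells in the same way over 19 genes, after 4 markers were left out. In all 3 libraries, 4 were higher (Igfbp7, Vim, Il6 and Cxcl1) and 12 lower, while Il11, Mmp10 and Mmp13 went both ways. Il6 had 1029 ± 336 plain CPM in CAF1-like and 19.0 ± 13.9 in CAF2-like cells, and Sfrp1 had 28.9 ± 29.0 and 2947 ± 392.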

Values the study reported

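The study described about 13,000 cells for the libraries of APC tumors (n=2), AOM/DSS tumors (n=3), APC adjacent normal colon (n=2) and wildtype colon (n=2). Low-quality cells were those with under 500 genes or over 15% mitochondrial counts.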

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

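Of the tests in this part, those of neutrophil-like cells per erythroid-like cell and of Apc by library code were chosen after the result had been seen. Single libraries far from the others of tumor or normal colon were sought with Dixon's test at 95%, which chance alone passes in about 1 of 20 groups. It picked out 1 of 10 groups of depth values, 6 of 23 groups of class shares and 12 of 127 groups of gene levels.

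Adjacent library 1 had a median of 877 genes per cell, far below the other normal libraries. After each cell was thinned to 1000 UMIs, its median was 647 genes and those of the other normal libraries were 649 to 679. A difference in depth may be the source of the gap, but the thinning left out cells under that depth, and depth and library cannot be told apart with 1 library. No biological explanation was tested.

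Of the cells of WT library 2, 5.72% were B cell-like (89 cells), far above the other normal libraries. These cells had a median of 4 of 9 B cell markers with a UMI, and T cell-like cells of the library had a median of 0. The cells were named from the same markers, which fixes the direction of this difference. It therefore does not exclude RNA from other cells as a source. A piece of lymphoid tissue in the sample was not tested, and stays open.

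Erythroid-like cells made up 11.3% of adjacent library 2 and 1.32% of APC tumor library 2, each far above the other normal or tumor libraries. In adjacent library 2, a median of 51.3% of the UMIs of these cells came from hemoglobin genes, against 0.117% in its columnar cells. The cells were named from hemoglobin genes, which fixes the direction of this gap but not its size. At this size, RNA from other cells is an unlikely source. Blood in the tissue was not excluded.

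Neutrophil-like cells made up 17.8% of APC tumor library 2, far above the other tumor libraries. Blood in the sample could bring them. The library had 13.3 neutrophil-like cells per erythroid-like cell, within the 9.2 to 45 of the other tumor libraries, while the 4 normal libraries had 0.0214 to 0.579. The normal libraries argue against blood as they held it, but they were handled by another protocol and the loss of erythrocytes in either is unknown, so blood and infiltration cannot be told apart.

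The other shares picked out were small. Endothelial-like cells made up 0.0909% of adjacent library 2, which is 1 cell, where the other normal libraries had 0. Unnamed cells made up 0.741% of APC tumor library 1. No explanation was tested for either, and a single cell is within counting error.

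In columnar cells, APC tumor library 1 was far from the other tumor libraries in Apc (197 CPM after TMM scaling), Insl5 (5.10) and Apol10a (7.85), and AOM/DSS library 2 in Hes1 (1066). In T cells, adjacent library 2 stood apart in Il1r2 (4.50), Slc15a3 (9.003), Klk1 (284) and Id2 (959), AOM/DSS library 1 in Mptx1 (10.4), APC tumor library 1 in Agr2 (44.3) and Klrd1 (266) and APC tumor library 2 in Ctla4 (2437). For 8 of these 12 levels, the exact Poisson interval reached that of the nearest library, so counting error could account for them. For the other 4 (Apol10a, Apc, Hes1 and Ctla4) the intervals stayed apart, which argues against counting error alone. Differences between the animals or tumors were not tested.

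A candidate explanation for the Apc level of APC tumor library 1 is a batch that follows the library code. Plain Apc CPM was 152 to 241 in the 4 libraries that share the first part of the code and 76.0 to 125 in the other 5, which have 2 other first parts. The exact two-sided permutation p was 0.0159, the smallest that 4 against 5 libraries can give with the one-sided tail doubled. The WT libraries came from other mice than APC tumor library 1, so 1 animal alone would not place them in the higher set. What the code stands for is not known, and differences between animals stay open for a single gene.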

How the results depend on the processing

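The fits with the library code as a term, without both WT libraries and with CAF1-like cells only were chosen after the data were seen. The filter of 300 genes and 25% mitochondrial counts moved 0 cells and says nothing about stability. Under the filter of 1000 genes and 10%, no APC tumor library had 10 T cell-like cells, so T cells of the 2 tumor models were not compared. Where a left-out library leaves 1 in its group, that library is assumed to vary like the other groups.

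The filter that moved 0 cells is left out of these counts. The 18 called results for classes gave 327 values under the other alternatives, of which 285 kept their direction and side of the threshold, 40 kept the direction only and 2 turned, and 6 results were the same under all of these alternatives that were run for them. The 138 results for 104 named genes, where a gene counts once in each comparison, gave 2878 values, of which 2624 stayed the same, 61 passed the threshold newly, 179 fell short of it and 14 turned, and 71 of the 138 results were the same throughout.

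With a library left out, the number of classes called was 8 to 9 for tumor against normal, 1 to 2 for AOM/DSS against APC tumors, 3 to 8 for APC tumors against adjacent colon and 0 to 2 for adjacent against WT colon. Genes called in columnar cells numbered 4342 to 5679, 27 to 239, 1199 to 2527 and 5 to 12 in the same order. The lowest of these came without WT library 2, AOM/DSS library 2, adjacent library 2 and, for 5, either WT library or adjacent library 2, and 239 came without APC tumor library 1. T cells gave 292 to 604 genes for tumor against normal (292 without AOM/DSS library 1) and 5 to 55 for AOM/DSS against APC tumors (5 without AOM/DSS library 3, 55 without adjacent library 1). Macrophages gave 0 to 104 (104 without APC tumor library 1) and fibroblasts 88 to 362 (88 without AOM/DSS library 3). Counts of listed genes with 1 direction in all AOM/DSS libraries cannot fall when a library is left out, so they say nothing about stability in that direction. Those higher were 11 to 11 for squamous-like and 4 to 4 for CAF1-like cells, and those lower went from 3 to 4 for squamous-like cells without AOM/DSS library 1 and from 12 to 15 for CAF1-like cells without AOM/DSS library 2.

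The labels did not say whether APC tumor and adjacent libraries of the same number came from the same mouse. In columnar cells, their deviations from the group means had a correlation of 0.488 across 7828 genes, which are not independent replicates, against −0.155 to 0.0798 between the other groups. The first part of the library code goes with the number in these 4 libraries, so a shared mouse and a shared batch cannot be told apart. With the replicate number as a block, APC tumors against adjacent colon gave 7 classes in place of 8, without dendritic-like cells, and 2545 columnar genes, of which 2305 were among the 2484 and in the same direction. The block was fitted over all libraries, so AOM/DSS and WT libraries of the same number shared its effect. This fit is therefore not a paired test of the APC tumor and adjacent libraries alone.

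For class shares of AOM/DSS against APC tumors, the 2 calls became 1 under the filter of 1000 genes and 10%, at the halved Leiden resolution, with the replicate block and with the library code as a term, and 0 by marker score. By marker score, APC tumors against adjacent colon gave 3 calls. Adjacent against WT colon gave 1 call at the doubled Leiden resolution and with TMM factors over the classes. The cause was not tested.

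In columnar cells, the count for tumor against normal was 2637 by marker score and 2768 without both WT libraries, of which 2437 and 2690 were among the 5573 and in the same direction. For AOM/DSS against APC tumors it was 38 by marker score, 29 with the replicate block, 186 by the DESeq2 Wald test, 792 without a filter on low counts, 18 with only the libraries compared and 299 with the library code as a term, which kept 98 of the 103. That term sets the 4 libraries that share a first part of the code against the other 5. It does not separate the tumor models from the code, since the AOM/DSS libraries have a first part of their own. APC tumors against adjacent colon gave 545 by marker score and 1376 with only the libraries compared. Adjacent against WT colon gave 16 by the DESeq2 Wald test, 115 without a filter, 4 with only the libraries compared and 17 with the library code. The fits with only the libraries compared have fewer libraries to estimate the spread, and the cause of the other changes was not tested.

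In T cells, tumor against normal gave 133 under the filter of 1000 genes and 10% and 295 with the library code. AOM/DSS against APC tumors gave 0 by marker score, 20 by the DESeq2 Wald test, 48 without a filter, 7 with markers of other classes left out, 26 with 25 cells per library (which leaves out APC tumor library 1) and 4 with only the libraries compared. For macrophages, where edgeR called 0, the filter of 1000 genes gave 13, doublets left out 3, marker score 1, the doubled Leiden resolution 3, the replicate block 55, the DESeq2 Wald test 5, no filter on low counts 81, markers left out 2, 25 cells per library 3, only the libraries compared 3 and the library code 90. For fibroblasts, no filter gave 558 and CAF1-like cells only 5, with 3691 genes tested. The cause was not tested beyond the fewer cells and genes.

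Unnamed cells had values of 1.36 for tumor against normal and 2.54 for APC tumors against adjacent colon at the doubled Leiden resolution, with the opposite sign. The class was mostly made of other cells there, since 183 tumor epithelial-like cells, all 183 from tumors, became unnamed and 84 of the 339 cells stayed so. The values do not show a change of direction of the same cells. Apc turned with the library code as a term for tumor against normal (0.026) and AOM/DSS against APC tumors (0.37), and without APC tumor library 1 in the latter, where leaving out a library gave −0.82 to 0.25. For APC tumors against adjacent colon it turned without APC tumor library 2 (0.0017) or adjacent library 1 (0.58), with a range of −1.07 to 0.58 over the libraries left out. For adjacent against WT colon it turned under the filter of 1000 genes (−0.18), by marker score (−0.10), without adjacent library 1 (−0.97) or WT library 1 (−0.08), with a range of −0.97 to 0.62, and with the replicate block (−0.14). Lrig1 turned for APC tumors against adjacent colon by marker score (0.034), and Cd4 in T cells under the filter of 1000 genes (−0.046). With CAF1-like cells only, Wnt5a (−0.32) and Timp3 (−0.75) turned. For the genes that turned, the cause was not tested.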

Other observations

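Of the tests in this part, the counts of other splits, both tests of the set of genes by library code and the count of fibroblast-like and endothelial-like cells were chosen after the result had been seen. To weigh chance, 100 of the 126 splits of the 9 libraries into 5 and 4 were fitted. Only the real split, 1 of 100, gave as many calls for columnar genes, for T cell genes and for class shares, so chance can be excluded for the number of calls. Other splits reached up to 2896, 384 and 5 calls, and 8, 6 and 10 of them gave any.

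The genes called between adjacent and WT columnar cells included Xist and 3 Y-linked genes. The sex of the mice is a candidate explanation. Outside the columnar class, the summed CPM of 4 Y-linked genes was at most 49.97 in the WT libraries and 118 to 188 in the other 7, and Xist was at 691 to 936 and 4.47 to 23.0. The sex difference went with the WT group, so sex and any effect of being next to a tumor cannot be told apart here, and a mislabelled library was not tested.

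In columnar cells, 51 genes with a mean of at least 20 CPM were over 4-fold higher in library 1 than in library 2 of both APC tumors and adjacent colon, 5 were lower and 2 went in opposite ways, out of 7828 genes compared. For 80.4% of the 51, both WT libraries lay nearer to adjacent library 1, with which they share the first part of the library code. A difference between library batches may therefore underlie these genes. A single animal is an unlikely source of the whole set. The WT libraries came from other mice, which differ in sex-linked transcripts, and for 46 of the 51 genes both lay above all 5 libraries without the shared part of the code. The labels do not say what the code stands for, so a difference that these mice share stays open. The 10 leading genes of a goblet-like cluster of 325 cells and of a colonocyte-like cluster of 179 cells were all in this set. So were most of those of a tumor epithelial-like cluster of 174 cells. These clusters had 0 columnar markers among their 10 leading genes. The clusters, made without batch correction, and the subclass shares may therefore partly follow the library code.

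Hspa1a and Hspa1b rose in T cells of tumors. Handling of the tissue before capture is a candidate explanation, because it would act on all cells of a library. Their pooled level rose in columnar cells (2250 against 20.2 plain CPM for both genes together) and macrophage-like cells (13527 against 59.8). Besides these and T cells, 6 classes had at least 10 cells in normal colon (B cell-like, dendritic-like, erythroid-like, neutrophil-like, plasma cell-like and unnamed), and in these 6 the pooled level in tumors was over 4 times that in normal colon, where B cell-like and neutrophil-like cells had 3 UMIs and 1 UMI. The smallest of the 6 differences was in plasma cell-like cells (3996 against 322). The protocol went with the tissue in all 9 libraries, so a stress response in the tumors themselves stays open.

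RNA from other cells could account for part of the T cell result. Of the 237 genes lower in T cells of tumors, 87 were more abundant in T cells than in the other cells of the normal libraries, which argues against this source for them. The other 150 were more abundant elsewhere, with a median T cell level of 41.7% of that of the other cells (quartiles 33.8% and 55.0%), and for these the sources cannot be told apart. Of the 237 higher genes, 208 were more abundant in T cells of tumors. For the other 29, Cxcl2 among them, the median was 65.3% (quartiles 32.8% and 80.3%), and the sources cannot be told apart.

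A different mix of CAF1-like and CAF2-like cells could underlie the fibroblast differences between AOM/DSS and APC tumors. Within CAF1-like cells, 198 of the 293 called genes were tested, and 186 kept their direction. Their median change in the called direction was 0.90 on the log2 scale, against 1.84 over all fibroblast-like cells. This decides nothing about the mix, because 95 called genes (69 of the 147 higher ones) had too few counts for the test and because the genes were chosen on counts that include the same cells (65 of the 75 fibroblast-like cells of APC tumors were CAF1-like). With CAF1-like cells only, 5 genes were called, 4 of them among the 293 in the same direction. Grem1, Il11, Cxcl12 and Igf1 lost the call, and Wnt5a (−0.32) and Timp3 (−0.75) turned. The mix and a difference in the fibroblasts of the models cannot be told apart.

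Normal colon gave 9 fibroblast-like and endothelial-like cells in 4 libraries together. Handling of the tissue before capture may have released fewer of these cells from normal colon than from tumors. For tumors, only fragments held back by a filter were kept, which also acts on the yield of single cells. The protocol and the tissue changed together, so the yield and a true difference in stroma cannot be told apart. The paper ascribed the lack of normal fibroblasts in whole-tissue dissociations to their paucity. With a separate dissociation that enriches stroma, it found fibroblast and endothelial populations in normal colon. The low counts here therefore do not mean that normal colon lacks these cells.

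The unnamed cluster (339 cells, 96.8% in normal libraries) was led by Rims1 and Emcn. Doublets of epithelial and endothelial cells are an unlikely source, since 0% of its cells had a UMI of 3 or more endothelial markers other than Emcn (a count of 0 allows up to 0.885%), against 97.6% of endothelial-like cells. The cluster had 12 columnar markers. At the halved and at the doubled Leiden resolution, 255 of its cells were in goblet-like clusters and 84 stayed unnamed, so most of the fall of this class in tumors concerns cells that were named goblet-like there. The identity of the 84 cells was not tested.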
